A study of Mus musculus with 6 samples. Its data were reported in "Autonomous transposons tune their sequences to ensure somatic suppression" (2024).

How the data were processed

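Poly(A)+ RNA was sequenced from 6 libraries of mouse 3T3 cells, an established line of embryonic fibroblasts. Cells received either a control siRNA (3 libraries) or siRNAs against the transcripts of Safb, Safb2 and Sltm at the same time (3 libraries, SAFB KD). These genes encode nuclear RNA-binding proteins of the scaffold attachment factor B family. Groups and replicate numbers were taken from the sample titles, and the series text calls the replicates biological. Per the labels, polyadenylated RNA was purified on beads in repeated rounds and converted into strand-specific libraries.

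The deposited values were counts, that is whole numbers of reads per gene, with 1 library per file and no scaling. The authors trimmed the reads and aligned them to GRCm38 with STAR 2.7.9a in repeated passes, so that splice junctions found at first could guide the final alignment. The processing notes of the submitters also name mm10 and deepTools 3.5.1. The methods of the study describe reverse-stranded gene counts from the aligner, and it is inferred, not stated in the files, that the single column held these. Counting of this kind keeps reads that align uniquely and overlap the exons of only 1 gene on the right strand. It leaves out reads shared by overlapping genes, reads that fit near-identical gene copies equally well, and reads in introns or transposons, so transposon RNA and splice junctions were not analysed here. Where a retrogene shares exonic sequence with its host gene on the same strand, the shared reads are missing from both values.

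The files listed 54532 genes, of which 26546 had no read in any library. Identifiers were matched without their version suffix to the GENCODE annotation of GRCm38, which gave symbols, gene types, 1-based coordinates, exons and introns. In all, 54495 identifiers matched and 37 did not. Genes with fewer than 10 reads over the 6 libraries were removed, which left 19452 tested genes and removed 35080. The study also set a limit of 10 mapped reads but does not state how they were summed. Total counts ranged from 33323307 to 53441129 per library, and the biological coefficient of variation was 3.49%.

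Counts were normalized by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with no covariate. P values were adjusted by the Benjamini-Hochberg method over all genes tested, and an adjusted p under 0.05 was called. Changes beyond 2-fold were called with glmTreat against a log2 threshold of 1, at the same adjusted p. Error on a log2 fold change is an approximate standard error (SE), set so that the ratio of the change to it matches the quasi-likelihood test. It is not a separate estimate, and it has no firm meaning for genes without a control count. Error on CPM (scaled counts) is the standard deviation (SD) of 3 libraries. All tests were 2-sided.

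Gene lists were written before the data were examined, as were the rule for naming genes and the main tests. For each list, members were counted as called over all genes and as adjusted over the list alone. Lists with at least 3 tested members were compared with all other genes by camera of limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation of 0.01 between genes, adjusted over 39 lists. The lists of retrogene hosts, retrogenes and hosts of GA-rich repeats hold genes that the study described on these libraries, of which Mbtps2 and Poc1b were first found in human cells. Retrogenes without a gene symbol in the study were left out. Named genes were the knockdown targets, the members of the study's lists and of the giant exon list, and the 12 largest rises and 12 largest falls among genes called beyond 2-fold. These last needed a mean of at least 1 CPM, groups that did not overlap, and a symbol that is not a clone name. They were joined by the 3 largest clone-named genes each way, at the same least mean CPM. Up to 4 members of every other list with the smallest adjusted p were added. Genes named outside this rule are marked as chosen after their values were seen. The exceptions are Gm13717 and hosts of nested genes, which are named with their pairs.

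A nested gene was one that lies within an intron of a host gene, with both genes tested. Mean log2 fold changes of hosts and of nested genes were compared between same-strand and opposite-strand pairs by a permutation test. It used 100000 resamples, or 2000 for most alternatives. Called genes of each annotated type were compared by Fisher's exact test. Genomic span was correlated with log2 fold change across genes (Spearman), and genes are not independent replicates. The closest coding gene of each pseudogene was found with BLAST+ 2.17.0 on the coding strand, with an E value of at most 1e-20 and at least 100 aligned bases. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

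No pair of replicates held identical values, and counts of replicates differed by more than sampling noise (chi-square per degree of freedom 4.18 to 21.8, the highest between control 1 and control 3). Deviations from the group mean were not correlated between libraries of the same replicate number (correlations 0.048, 0.009 and -0.014 across genes), so the numbers were not used as pairs. Alternatives were RLE scaling, library size alone, other filters on low counts, DESeq2 1.42.0 with and without shrinkage by ashr 2.2.63, limma-voom, the replicate number as a block, each library left out in turn, fry, an estimated correlation for camera, and other definitions of nesting and length. The code was tested on simulated counts with the same library sizes, in a simulated comparison of SAFB KD with control over 18997 genes. It recovered 44 of 50 genes changed 1.25-fold, 43 of 50 changed 1.5-fold, 49 of 50 changed 2-fold and 50 of 50 changed 4-fold, of which 49 were called beyond 2-fold. Of 18797 simulated genes left unchanged, 7 were called. Recovery was not split by expression level, so these numbers do not describe genes with few counts, such as many nested genes.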

Results

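The 6 libraries held 42595732, 40060347 and 33323307 counts in control 1 to 3, and 35485865, 43717645 and 53441129 counts in SAFB KD 1 to 3. The comparison asked how the poly(A)+ transcriptome of mouse 3T3 fibroblasts changed when Safb, Safb2 and Sltm, which encode related nuclear RNA-binding proteins, were knocked down together. In a principal component analysis of log2 CPM, the first component (44.9% of the variance) separated SAFB KD from control. On the second component (16.3%), control 3 lay at -44.2 and the other controls at 23.1 and 26.5.

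All 3 knockdown targets fell. Safb (chromosome 17, 56584825 to 56606294, plus strand, GRCm38) went from 93.7 ± 3.08 to 46.6 ± 2.01 CPM (SD, n = 3 per group), 2.02-fold lower by the edgeR quasi-likelihood test (log2 fold change -1.01, SE 0.040, adjusted p = 6.56e-23). Safb2, its neighbour on the opposite strand (chromosome 17, 56560965 to 56584585), went from 46.9 ± 1.79 to 30.0 ± 0.312 CPM (-0.64, SE 0.047, adjusted p = 1.28e-14). Sltm (chromosome 9, 70542754 to 70592234, plus strand) went from 100.2 ± 4.81 to 61.6 ± 0.515 (-0.70, SE 0.037, adjusted p = 9.40e-19). Every SAFB KD library lay below every control library for each of the 3 genes. As a list the targets were lower than other genes by camera (adjusted p = 1.64e-05; adjusted p = 0.137 with an estimated correlation). RNA remaining in SAFB KD was thus about equal to or above the amount lost, and the protein level was not analysed here.

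**Figure D1:**
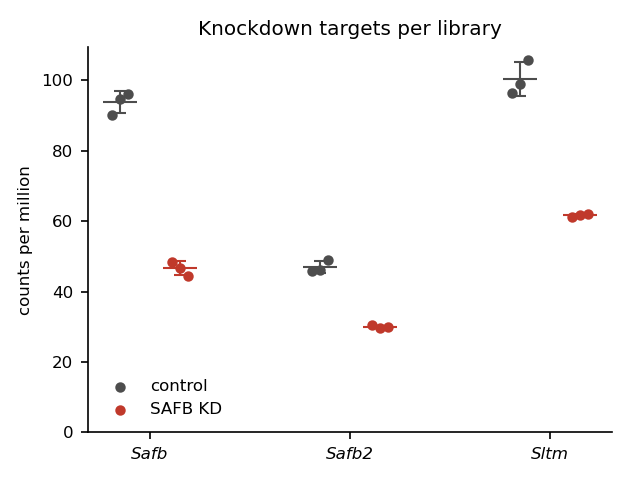
CPM of Safb, Safb2 and Sltm in each library (points), with the mean and SD of 3 control (grey) and 3 SAFB KD (red) libraries. The Safb mean was 93.7 in control and 46.6 in SAFB KD.

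Genes with the largest rises and falls beyond the targets included enzymes, receptors and genes within introns of other genes. Cep295nl, a gene inside an intron of Timp2, rose 22.6-fold, from 0.804 ± 0.052 to 18.3 ± 0.875 CPM (SD, n = 3). Papolb, a testis poly(A) polymerase gene inside an intron of Radil, rose 17.0-fold, and the collagenase gene Mmp13 rose 9.31-fold. Cd46, which encodes a complement regulator, fell from 2.62 ± 0.726 to 0.267 ± 0.084 CPM, 9.37-fold lower, and the sodium channel gene Scn7a was 8.80-fold lower. Cp, which encodes the copper-carrying ferroxidase ceruloplasmin, was 5.34-fold lower at a much higher level, from 311 ± 3.96 to 58.2 ± 1.75 CPM. The other large rises by the naming rule were those of Rnase2a (11.5-fold), Prl2c3 (9.84-fold), the leukocyte gene Cd53 (7.13-fold), the protease gene Mcpt8 (6.62-fold), the bradykinin receptor gene Bdkrb2 (6.60-fold), the pseudogene Ywhaq-ps3 (5.77-fold), P2ry12 (5.54-fold), Eid3 (4.69-fold) and Kctd4 (4.55-fold). The other large falls by the same rule were those of the selenocysteine lyase gene Scly (5.40-fold), Slc2a13 (5.36-fold), the chemokine gene Ccl28 (5.35-fold), the glutamate receptor gene Gria1 (5.01-fold), Grk4 (4.89-fold), Arsg (4.44-fold), Scd4 (4.15-fold), Adgrl3 (4.11-fold) and Zfp977 (4.08-fold). Among clone-named genes with a mean of at least 1 CPM, Gm6611 (36.2-fold), Gm7497 (29.9-fold) and Gm9042 (17.6-fold) rose most. Those that fell most were Gm4117 (6.72-fold), 2700069I18Rik (6.15-fold) and A730056A06Rik (5.46-fold). Rnase2a and Prl2c3 belong to families of close copies, whose shared reads are not in the counts.

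By edgeR, 4156 genes were higher and 3908 lower in SAFB KD, 8064 of 19452 tested genes or 41.5%. Most changes were small, with a median size of 1.249-fold among called genes, and 1940 called genes changed more than 1.5-fold. Beyond 2-fold, 136 genes were higher and 102 lower by glmTreat. DESeq2 with a log2 threshold of 1 called 76 and 55, and limma-voom 79 and 58. Without control 3, 3828 genes were higher and 3932 lower, and 123 and 96 beyond 2-fold. The groups did not overlap for 9534 genes (49.0%), where chance alone gives 10%.

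Host genes that the study named as carrying a retrogene on their own strand were lower in SAFB KD. Acsl3, a long-chain fatty acid CoA ligase gene (chromosome 1, 78657825 to 78707743, plus strand), fell from 239 ± 0.488 to 76.1 ± 3.30 CPM (SD, n = 3; log2 fold change -1.65, SE 0.034, adjusted p = 3.89e-32). Mipol1 fell by 1.86 on the log2 scale, H13, which encodes signal peptide peptidase, by 1.34 and Mbtps2, which encodes the protease that releases SREBP transcription factors, by 1.21. These 4 hosts were lower beyond 2-fold. Bfar (-1.10), Poc1b (-0.97), the Hedgehog transducer gene Smo (-0.72) and the centrosome gene Cdk5rap2 (-0.70) completed the 8 hosts, all called lower, over all genes and as adjusted over the list alone (camera adjusted p = 1.68e-15; adjusted p = 0.0404 with an estimated correlation). The study took Mbtps2 and Poc1b from human cells and found the others in mouse, and it described all 8 as lower in 3T3 cells, so the count is not independent evidence.

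The listed retrogenes of these hosts rose where they could be tested. Utp14b (chromosome 1, 78658038 to 78671512, plus strand), a retrocopy of a ribosome assembly gene inside Acsl3, rose from 29.4 ± 1.30 to 86.4 ± 1.67 CPM (SD, n = 3; log2 fold change 1.55, SE 0.043, adjusted p = 3.99e-28). Mcts2 inside H13 rose by 0.75 (SE 0.057), Galnt4 inside Poc1b by 0.26 (SE 0.056) and Prps1l3 over the start of Mipol1 by 0.21 (SE 0.046) on the log2 scale. In all, 4 of 4 tested retrogenes were higher, over all genes and as adjusted over the list alone (camera adjusted p = 0.000272; adjusted p = 0.105 with an estimated correlation). Yy2, inside Mbtps2 (chromosome X, 157566119 to 157568985), had 0 counts in all 6 libraries and was not tested. This does not show that its RNA was absent, since any reads shared with exons of Mbtps2 would be left out of the counts. The pair of Mbtps2 and Yy2 in the study was thus not tested here. Ywhaq-ps3 (chromosome 4, 70248636 to 70249373, minus strand), which lies in Cdk5rap2 and overlaps an exon of 1 of its transcripts, rose 5.77-fold. The retrogenes that the study pairs with Bfar and Smo carry no gene symbol there and were not in the list. This list, too, was chosen by the study on these libraries and is not independent evidence.

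Cp was also the first of 4 genes in which the study placed SAFB binding at intronic GA-rich repeats. Besides Cp (-2.42, SE 0.033, adjusted p = 7.87e-38), the thioredoxin-related gene Tmx3 (-0.70, SE 0.031), Vps13b (-0.53, SE 0.039) and the glycoprotein folding sensor gene Uggt2 (-0.35, SE 0.043) fell in SAFB KD. All 4 were called over all genes and as adjusted over the list alone (camera adjusted p = 4.12e-07; adjusted p = 0.128 with an estimated correlation). The list was chosen on these libraries and is not independent evidence.

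**Figure D2:**
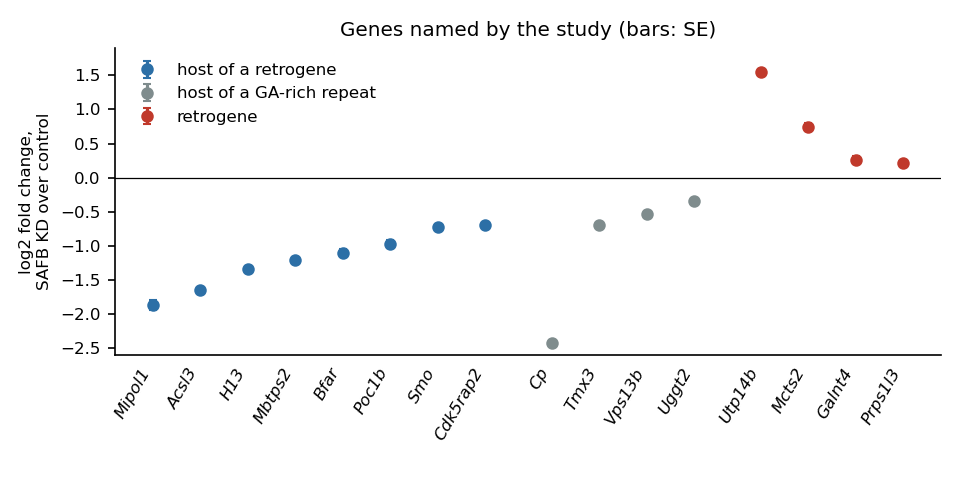
Log2 fold change, SAFB KD over control (y axis, with SE), of 8 hosts of retrogenes (blue), 4 hosts of GA-rich repeats (grey) and 4 retrogenes (red) named by the study. Values ran from -2.42 for Cp to 1.55 for Utp14b, and all hosts lay below 0 and all retrogenes above.

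Across the genome, 1403 tested genes lay in an intron of a tested host on the same strand, and 40 of them were higher beyond 2-fold. Cep295nl (chromosome 11, 118332360 to 118342500, minus strand) rose 22.6-fold while its host Timp2, a metalloproteinase inhibitor gene, fell from 400 ± 9.27 to 243 ± 4.104 CPM (SD, n = 3; log2 fold change -0.72, SE 0.030, adjusted p = 4.33e-22). The pseudogene Gm7497 (chromosome 18, 9748732 to 9749724, plus strand) rose 29.9-fold while its host Colec12, a scavenger receptor gene, fell from 222 ± 6.77 to 83.1 ± 3.08 (-1.42, SE 0.034, adjusted p = 6.37e-30). Gm6611 rose inside Lrch3, which fell (-0.68, SE 0.057), and Papolb inside Radil, which fell (-1.03, SE 0.18). Eid3 rose 4.69-fold inside the thioredoxin reductase gene Txnrd1 (0.05, SE 0.030, adjusted p = 0.231), and Gm9042 17.6-fold inside Pcgf5 (0.00, SE 0.037, adjusted p = 0.999). The 40 genes sat in 38 hosts, of which 28 were lower, 2 higher and 8 not called. Of these hosts, Smo, Vps13b and Map4 were in the lists of genes drawn from the study. The study also pairs Smo with a retrogene, and Gm13717 (log2 fold change 2.39, SE 0.21), a processed pseudogene inside Smo, is among the 40, so that the set is not wholly apart from the pairs of the study.

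By edgeR glmTreat, 40 same-strand nested genes were higher and 0 lower beyond 2-fold (72 and 26 at an unadjusted p under 0.05), against 3 higher and 0 lower of 429 opposite-strand nested genes (14 and 7 unadjusted). DESeq2 called 23 and 0 of the same-strand genes (3 lower unadjusted) and 1 and 0 of the opposite-strand genes (1 lower unadjusted), and limma-voom 23 and 0 (8 lower) and 1 and 0 (4 lower). Of 17620 tested genes in neither set, 93 were higher and 102 lower beyond 2-fold. The 40 fitted folds had a median of 10.5 and a lowest value of 3.01, and 2 of the 40 had no count in control, so that their fitted fold rests on the prior count of the fit. With these 2 at a floor of 3 counts over the 3 control libraries, the median log2 fold change was 3.31 in place of 3.39.

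The mean over all pairs passed no test between strands in the settings chosen as main, and the result for nested genes depended on the setting. Same-strand hosts (1057 genes, 274 higher, 419 lower) had a mean log2 fold change of -0.10, and opposite-strand hosts (324 genes, 83 higher, 99 lower) one of -0.084, a difference of -0.016 (permutation test, p = 0.614). For nested genes (same strand 104 higher and 73 lower, opposite strand 50 and 34) the difference was -0.069 (permutation test, p = 0.239), and it was 0.0090 without control 3. It passed at -0.23 without a filter on low counts (permutation test, p = 0.00050) and at -0.19 without SAFB KD 2 (permutation test, p = 0.0035). The host difference was 0.035 with the filterByExpr filter and 0.049 for single-exon nested genes, and for genes anywhere within the host span it passed at -0.082 (permutation test, p = 0.00124). Camera placed same-strand hosts below other genes (adjusted p = 0.0188; adjusted p = 0.0632 with an estimated correlation) and did not call opposite-strand hosts (adjusted p = 0.738), same-strand nested genes (adjusted p = 0.987) or opposite-strand nested genes (adjusted p = 0.738). Pairs with the nested gene higher and the host lower made up 4.28% of 1426 same-strand and 3.27% of 459 opposite-strand pairs (Fisher's exact test, odds ratio 1.32, 95% interval 0.734 to 2.53, p = 0.413).

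**Figure D3:**
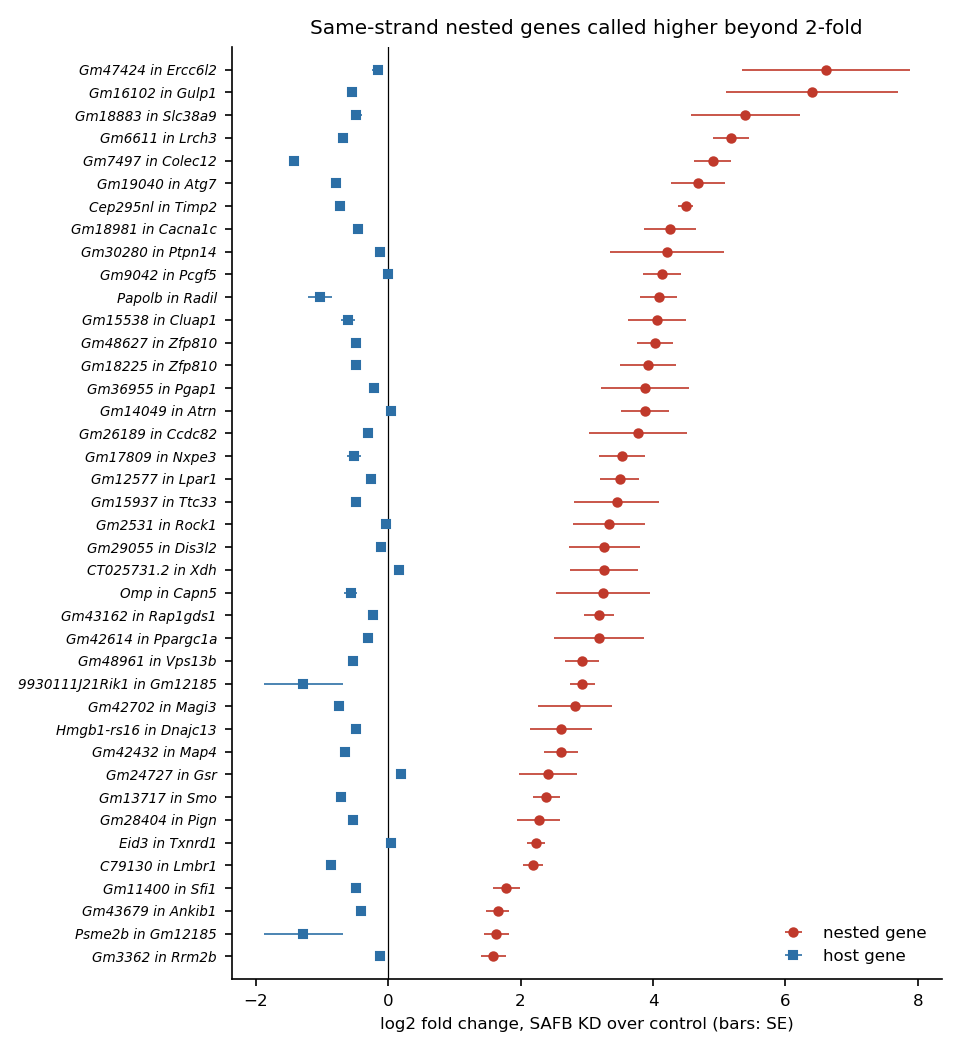
Log2 fold change, SAFB KD over control (x axis, bars SE), of the 40 same-strand nested genes higher beyond 2-fold (red points) and of their hosts (blue squares), 1 pair per line. Nested genes had a median of 3.39 and hosts a median of -0.48.

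**Figure D4:**
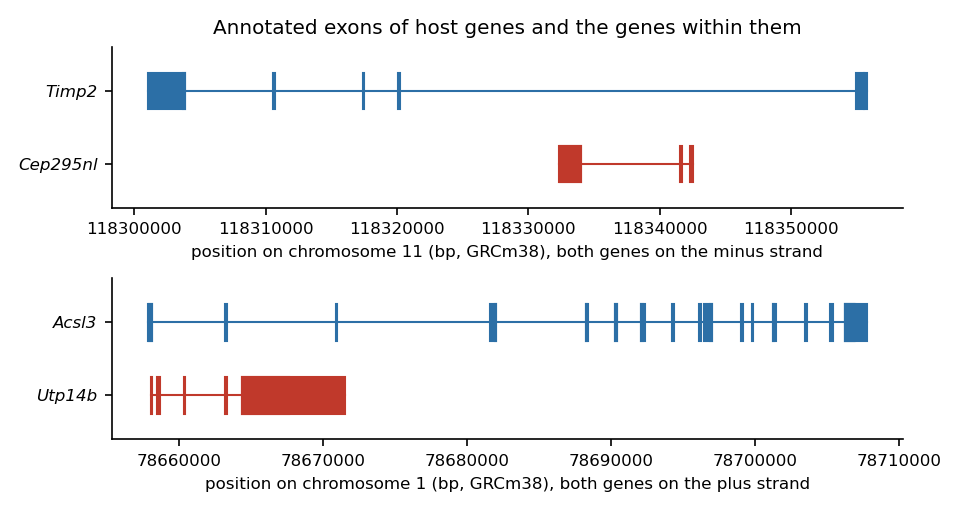
Annotated exons (boxes) of Timp2 with Cep295nl on chromosome 11 and of Acsl3 with Utp14b on chromosome 1, with position in GRCm38 on the x axis and to scale. Cep295nl, which rose 22.6-fold, lies within 1 intron of Timp2, whereas Utp14b overlaps exons of Acsl3.

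Genes with giant coding exons, a kind of exon whose splicing the study links to SAFB, were mostly lower as whole genes. The text of the study does not name Vcan, Dst, Sytl2, Kif1b or Rtn3 among them. The largest falls were those of Map4 by 0.66 (SE 0.031), the centrosome gene Nin by 0.65 (SE 0.040) and the proteoglycan gene Vcan by 0.64 (SE 0.028) on the log2 scale, the last from 1409 ± 7.93 to 906 ± 22.8 CPM (SD, n = 3). Ank3 (-0.37, SE 0.048), Sytl2 (-0.37), Map2 (-0.35), Kif1b (-0.32) and Dst (-0.08) fell too, whereas the ankyrin gene Ank2 rose by 0.37 (SE 0.045). The call on Dst was lost without control 1, SAFB KD 2 or SAFB KD 3. Clip1 (adjusted p = 0.344), Mprip (0.0837), Mapt (0.0652), Rtn3 (0.649) and Nasp (0.0829) were not called. Of 14 genes, 1 was higher and 8 lower over all genes, and 3 and 9 adjusted over the list alone (camera adjusted p = 0.00175; adjusted p = 0.128 with an estimated correlation). Srrm2 (-0.49, SE 0.029) and Son (-0.26, SE 0.031), which encode nuclear speckle proteins, carry giant exons and were listed apart, fell at the level of the whole gene, also adjusted over the list alone. Gene counts do not separate exons, and across protein-coding genes log2 fold change fell with exonic length (Spearman rho -0.18 across genes).

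Genes of other RNA-binding proteins changed in both directions. Rbmx, which encodes an hnRNP-like protein that associates with SAFB proteins, rose from 21.2 ± 1.21 to 65.3 ± 2.94 CPM (SD, n = 3; log2 fold change 1.63, SE 0.050, adjusted p = 1.34e-26), and Rbm12b2 rose by 0.90 (SE 0.069). Of 13 genes of SAFB-associated proteins, 4 rose and 6 fell, among them Sfpq (-0.33), over all genes and adjusted over the list alone (camera adjusted p = 0.924). Genes of SR and SR-like splicing proteins were mostly lower: 10 of 15 fell and 5 were not called. Among those that fell were Srsf6 (-0.47, SE 0.032), Srsf5 (-0.45, SE 0.032), Srsf2 (-0.28) and Srsf1 (-0.24). Adjusted over the list alone, 1 was higher and 10 lower (camera adjusted p = 0.000458; adjusted p = 0.258 with an estimated correlation). Of 21 hnRNP genes, 4 rose and 7 fell, including Pcbp2 (-0.37), Hnrnph1 (-0.38) and Ptbp2 (-0.42), with the same count adjusted over the list alone (camera adjusted p = 0.0845). Of 15 genes of m6A writers, readers and erasers, 2 rose and 5 fell, including Rbm15b (-0.42) and the demethylase gene Fto (-0.25), also adjusted over the list alone (camera adjusted p = 0.0849).

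Genes of cholesterol synthesis and SREBP targets fell together, and most genes of hypoxia and glycolysis and most p53 targets rose. Of 31 cholesterol synthesis and SREBP target genes, 29 were lower and 2 not called, over all genes and adjusted over the list alone (camera adjusted p = 2.65e-24; adjusted p = 0.105 with an estimated correlation). Elovl6, a fatty acid elongase gene, went from 249 ± 3.19 to 138.0 ± 3.02 CPM (SD, n = 3; log2 fold change -0.85, SE 0.031, adjusted p = 4.84e-24), the sterol gene Nsdhl fell by 0.78 and the desaturase gene Scd2 by 0.59, and Acsl3 (-1.65) is in this list and in that of retrogene hosts. Of 24 hypoxia and glycolysis genes, 21 were higher and 1 lower, over all genes and adjusted over the list alone (camera adjusted p = 2.66e-18; adjusted p = 0.128 with an estimated correlation). Among them Ldha, lactate dehydrogenase, rose from 1044 ± 9.33 to 1594 ± 51.2 CPM (0.61, SE 0.028), and Bnip3 (0.82), Pgk1 (0.63) and Tpi1 (0.61) rose as well. Of 26 p53 target genes, 23 were higher and 2 lower, or 23 and 3 adjusted over the list alone (camera adjusted p = 5.46e-09; adjusted p = 0.0452 with an estimated correlation). The kinase gene Plk2 (0.74, SE 0.031), the pro-apoptotic gene Bax (0.66, SE 0.044), Mdm2, which encodes the p53 ubiquitin ligase (0.63, SE 0.033), and Eda2r (0.63, SE 0.046) were among them.

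Of 32 unfolded protein and integrated stress response genes, 19 rose and 7 fell, over all genes and adjusted over the list alone (camera adjusted p = 7.35e-06; adjusted p = 0.189 with an estimated correlation). Trib3, a pseudokinase gene induced in stress, rose from 25.6 ± 1.92 to 90.7 ± 6.67 CPM (SD, n = 3; log2 fold change 1.82, SE 0.050, adjusted p = 4.45e-28), the cystine transporter gene Slc7a11 rose by 1.58, Ddit4 by 1.02 and asparagine synthetase, Asns, by 0.81. Of 28 lysosome and autophagy genes, 19 rose and 4 fell, or 20 and 4 adjusted over the list alone (camera adjusted p = 0.000153; adjusted p = 0.320 with an estimated correlation). The protease genes Ctsb (0.45) and Ctsl (0.34) and the autophagy receptor gene Sqstm1 (0.43) rose. Of 13 heat shock genes, 6 rose, including Hsp90aa1 (0.65, SE 0.034), and 4 fell, including Hspa8 (-0.18), also adjusted over the list alone (camera adjusted p = 0.323).

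Fibroblast and matrix genes were mostly lower, and actin cytoskeleton and YAP or SRF target genes mostly higher. Timp3, a metalloproteinase inhibitor gene, fell from 632 ± 8.48 to 211 ± 1.64 CPM (SD, n = 3; log2 fold change -1.58, SE 0.029, adjusted p = 2.43e-33), the PDGF receptor gene Pdgfra by 1.36 and the lysyl oxidase gene Loxl1 by 1.28, whereas thrombospondin, Thbs1, rose by 1.12. Of 37 fibroblast and matrix genes, 10 rose and 21 fell, or 10 and 22 adjusted over the list alone (camera adjusted p = 2.26e-05; adjusted p = 0.284 with an estimated correlation). Smooth muscle actin, Acta2, rose from 88.4 ± 3.04 to 216 ± 3.05 CPM (1.29, SE 0.033, adjusted p = 5.49e-29), with Tagln (1.12) and Ankrd1 (0.92). Of 20 actin cytoskeleton and YAP or SRF target genes, 13 rose and 3 fell, or 14 and 3 adjusted over the list alone (camera adjusted p = 1.04e-06; adjusted p = 0.105 with an estimated correlation). Of 17 genes of ankyrins, spectrins and other long cytoskeletal proteins, 4 rose and 8 fell, including plectin, Plec (-0.73), and Sptbn1 (-0.52), also adjusted over the list alone (camera adjusted p = 0.0845). These are long genes, and log2 fold change fell with exonic length across protein-coding genes (rho -0.18).

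Genes of inflammation rose more often than they fell. Cyclooxygenase 2, Ptgs2, went from 1027 ± 10.7 to 2035 ± 38.2 CPM (SD, n = 3; log2 fold change 0.99, SE 0.027, adjusted p = 5.17e-28), the cytokine gene Lif rose by 0.98, Vcam1 by 0.51 and the NF-kB inhibitor gene Tnfaip3 by 1.31. Of 17 NF-kB and inflammatory genes, 8 rose and 5 fell, also adjusted over the list alone (camera adjusted p = 0.0115; adjusted p = 0.320 with an estimated correlation). Of 31 interferon-stimulated genes, 8 rose, including Ifit1 (0.82) and Cxcl10 (1.26), 5 fell, including Parp14 (-0.82) and Herc6 (-1.03), and 18 were not called, also adjusted over the list alone (camera adjusted p = 0.842). Of 16 immediate early genes, 10 rose, including Ier3 (0.98) and Myc (0.90), and 4 fell, including Egr1 (-0.54) and Egr3 (-0.84), also adjusted over the list alone (camera adjusted p = 0.0608).

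Genes that restrain transposons changed in both directions. Setdb1, a histone H3 lysine methyltransferase gene, rose from 128 ± 1.43 to 191 ± 2.43 CPM (SD, n = 3; log2 fold change 0.58, SE 0.031, adjusted p = 9.40e-19), whereas Uhrf1 (-0.30), Cbx5 (-0.26) and Ehmt1 (-0.29) fell. Of 23 genes of the HUSH complex and transposon silencing, 6 rose and 8 fell, also adjusted over the list alone (camera adjusted p = 0.604). Of 10 post-transcriptional restriction factor genes, 3 rose, including the zinc finger antiviral gene Zc3hav1 (0.33) and the helicase gene Ddx3x (0.25), and 7 were not called, also adjusted over the list alone (camera adjusted p = 0.278). The list of genes linked to the MERVL retrotransposon in 2-cell embryos held 25, of which only Usp17la, Usp17lb, Usp17le and Zfp809 were tested. Usp17la and Usp17lb rose, over all genes and adjusted over the list alone (camera adjusted p = 0.275). Usp17la, which has near-identical copies, went from 0.584 ± 0.227 to 1.94 ± 0.326 CPM (1.68, SE 0.25, adjusted p = 3.24e-07). Usp17lb had only 3, 2 and 0 counts in control 1 to 3 and 8, 6 and 12 in SAFB KD 1 to 3. These few genes cannot stand for 2-cell genes as a whole. Of 7 germline genes, Sycp2 fell (-1.63, SE 0.24) and 6 were not called, also adjusted over the list alone (camera adjusted p = 0.438). Of 7 spermatid genes, Odf2 (-0.20) and Tekt2 (-1.63) fell, also adjusted over the list alone, and the mean of the list was 0.05 whereas camera pointed down (camera adjusted p = 0.617).

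Ribosomal protein genes rose together by a small amount. Of 81 such genes, 72 were higher and 2 lower, or 73 and 2 adjusted over the list alone, with a mean log2 fold change of 0.20 (camera adjusted p = 6.20e-21; adjusted p = 0.105 with an estimated correlation). Rps3 went from 907 ± 18.7 to 1190 ± 12.5 CPM (SD, n = 3; 0.39, SE 0.028), and Rpl7l1 (0.61), Rpl7a (0.36) and Rpl26 (0.35) rose as well. Across protein-coding genes, shorter exonic length went with higher values in SAFB KD (rho -0.18). Of 13 mRNAs encoded in mitochondria, 6 rose, including mt-Co2 (0.45) and mt-Nd1 (0.24), and 7 were not called, also adjusted over the list alone (camera adjusted p = 0.0608). They held 4.01% to 4.31% of counts in control and 4.18% to 4.60% in SAFB KD. Of 18 replication-dependent histone genes, 6 rose, including the linker histone genes Hist1h1c (0.64) and Hist1h1d (1.27), and 1 fell, also adjusted over the list alone (camera adjusted p = 0.0845). Their share of counts was 0.0043% to 0.0047% in control and 0.0070% to 0.0073% in SAFB KD. The libraries were poly(A)+, so these counts cover only polyadenylated histone RNA and not histone mRNA as a whole. The share rested largely on Hist1h1c, with means of 30.9 CPM in control and 48.1 CPM in SAFB KD. The median gene of the list had a mean of only 0.298 CPM.

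Cell cycle genes moved in both directions. The proliferation marker Mki67 fell from 597 ± 10.8 to 388 ± 10.8 CPM (SD, n = 3; log2 fold change -0.62, SE 0.030), with Cenpf (-0.46) and Kif11 (-0.28), whereas Cdk1 rose (0.20). Of 35 G2 and M phase genes, 12 rose and 7 fell, or 15 and 7 adjusted over the list alone (camera adjusted p = 0.530). Of 34 S phase genes, 4 rose, including Rfc4 (0.26), and 10 fell, including Fen1 (-0.36) and Clspn (-0.23), or 6 and 10 adjusted over the list alone (camera adjusted p = 0.530). Of 12 Polycomb target and imprinted genes, 4 rose and 6 fell, or 5 and 6 adjusted over the list alone (camera adjusted p = 0.107). The imprinted genes Dlk1 (-1.05, from 594 ± 18.8 to 286 ± 4.36 CPM), Meg3 (-0.94), Peg3 (-0.68) and Grb10 (-0.27) were among those that fell.

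Markers of other cell types, counted to see whether the cultures held other cells, were mostly scarce and moved in no common direction. Of 8 immune markers, Cd14 (0.77) and Cd68 (0.99, from 3.82 ± 0.333 to 7.54 ± 1.04 CPM; SD, n = 3) rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.232). Of 5 endothelial markers, Pecam1 rose (0.72, SE 0.25), a call lost without control 2, control 3 or SAFB KD 1, also adjusted over the list alone (camera adjusted p = 0.712). The epithelial markers Krt8 (adjusted p = 0.129), Cdh1 (0.219) and Krt14 (0.849) were not called, also adjusted over the list alone, and had a mean of at most 0.690 CPM (camera adjusted p = 0.924). Of 7 adipocyte markers, 3 rose, including Fabp4 (1.49) and Cd36 (0.77), and 2 fell, also adjusted over the list alone (camera adjusted p = 0.506). Of 7 skeletal muscle markers, 4 rose, including the troponin gene Tnnt2 (0.84) and Acta1 (1.89), also adjusted over the list alone (camera adjusted p = 0.149). Of 8 bone and cartilage markers, osteopontin, Spp1, rose (0.19) and 3 fell, including Sox9 (-1.06) and Runx2 (-0.23), also adjusted over the list alone (camera adjusted p = 0.275). Of 11 neuronal genes, 1 rose, Celf4 (0.26), and 4 fell, including Map1b (-0.62) and Snap25 (-0.75), or 1 and 5 adjusted over the list alone (camera adjusted p = 0.0845).

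Across the 39 lists, camera with its preset correlation called 8 higher and 7 lower. With an estimated correlation, p53 target genes stayed higher and the retrogene hosts of the study stayed lower, and no other list was called. By fry, which tests whether the genes of a list move on balance 1 way, 16 lists were higher and 13 lower.

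**Figure D5:**
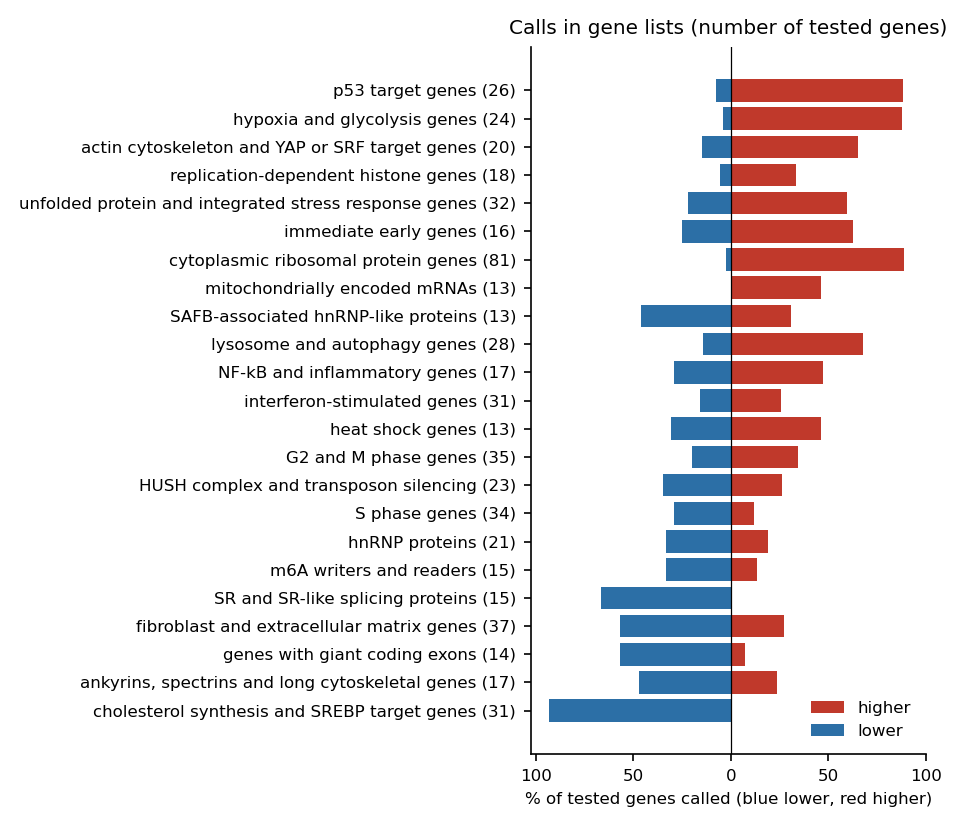
Percentage of tested genes in each list called higher (red, to the right) or lower (blue, to the left) in SAFB KD at an adjusted p under 0.05, for lists of at least 13 tested genes, with the number tested in parentheses. Of 31 cholesterol genes 29 were lower, and of 81 ribosomal protein genes 72 were higher.

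Processed pseudogenes, copies of spliced mRNAs inserted back into the genome, were called higher far more often than lower, as were short protein-coding genes. Of 1948 tested, 150 were higher and 32 lower, against 3728 higher and 3476 lower of 13506 protein-coding genes (Fisher's exact test, odds ratio 4.37, p = 1.54e-17). These pseudogenes are short, and in the shortest quintile of genes by span the odds of being higher were like those of protein-coding genes (143 higher and 30 lower against 125 and 24; Fisher's exact test, odds ratio 0.916, 95% interval 0.484 to 1.72, p = 0.881). This comparison and the next were chosen after the result was seen. Against all other genes of that quintile (209 higher, 116 lower) the difference passed (Fisher's exact test, odds ratio 2.64, 95% interval 1.65 to 4.32, p = 1.33e-05). Most pseudogenes were not called, and camera, which compares whole classes, called none of the annotated types (adjusted p = 0.895 for each). By contrast, genes annotated as to be experimentally tested (32 higher, 90 lower of 1041), antisense RNAs (43 and 81 of 734) and long intergenic RNAs (88 and 122 of 878) were lower more often than higher. Beyond 2-fold this did not hold for genes to be experimentally tested (8 higher, 1 lower). Antisense RNAs were then 2 higher and 3 lower, and long intergenic RNAs 5 and 4. Processed pseudogenes had a median log2 fold change of 0.19, and protein-coding genes one of 0.008.

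Longer genes were called lower more often. The median genomic span was 29.7 kb for genes called lower and 17.3 kb for genes called higher, against 13.8 kb for all tested genes. From the shortest to the longest quintile of genes by span, the percentage of called genes that were lower was 29.3, 39.3, 42.1, 50.3 and 62.5. Across genes, which are not independent replicates, log2 fold change correlated with span at a Spearman rho of -0.11 (permutation test, p = 1e-05, the smallest the permutations can give), and at -0.14 with exonic length in place of span. That p is over genes: of the 10 ways to split the libraries into 3 and 3, 3, the real one included, gave a rho as large in size, up to 0.15 in a split other than the real one. The other splits mix the groups and still carry part of the difference between them, so they do not measure chance. Within quintiles of exonic length the correlation with span was -0.016 (permutation test, p = 0.025). Deviations of single libraries from the mean of the group means correlated with exonic length at 0.237, 0.231 and 0.232 in control 1 to 3 and at -0.189, -0.228 and -0.299 in SAFB KD 1 to 3 over 10086 protein-coding genes. The opposite signs of the groups follow from this centring, and only the likeness of libraries within a group is added information.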

Values the study reported

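In human HEK293 cells, the study reported 247 genes with a changed use of polyadenylation sites after SAFB loss. It put these at 1.7% of all genes, and at around 5% of genes with long transcripts. It gave a median length of 1,902 nt for new exons in SAFB-depleted cells and of 136 nt for human exons in general. Phosphorylated SR protein occupancy was higher in 716 of 1,123 differential regions, around 64%, and in 328 of 369 sense-L1 elements. No counts of changed genes in 3T3 cells were taken from it.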

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

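All settings were chosen before the data were seen, except the counts of same-strand nested genes with single libraries left out. The 13 main results gave 183 values under alternative settings: 164 kept their direction and side of the threshold, 3 newly passed, 12 counts moved by over 1.5 times and 4 reversed. Of 582 values for 39 lists, 516 kept theirs, 13 no longer passed, 34 newly passed and 19 reversed; of 2557 for named genes, 2491, 46, 14 and 6. DESeq2 called 7213 genes, of which 7186 were among the 8064 of edgeR, and gave no adjusted p to 2640. Genes called higher ranged from 3463 (library size alone) to 4186 (replicate number as a block), and genes called lower from 3526 (without SAFB KD 3) to 4481 (library size alone). The replicate block gave 3931 lower, 144 and 102 beyond 2-fold and 9 and 7 lists. Scaling moved the median of all genes from 0.010 (TMM) to 0.0011 (RLE) or -0.030 (library size alone). The odds ratio for processed pseudogenes ranged from 3.03 to 4.83. The rho with span fell to -0.016 in size within quintiles of exonic length. In the other settings it ranged from -0.064 without a filter to -0.15 with filterByExpr.

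Beyond 2-fold (136 higher, 102 lower), DESeq2 with a threshold of 1 gave 76 and 55, with or without ashr shrinkage, limma-voom 79 and 58, and an adjusted p against no change plus a fitted fold over 2 gave 438 and 553. Single libraries left out gave 111 to 123 and 79 to 96. Lists (8 higher, 7 lower) were 1 and 1 with an estimated correlation and 16 and 13 by fry, which tests another hypothesis. The difference between same-strand and opposite-strand hosts (-0.016) was 0.035 with filterByExpr, 0.049 for single-exon nested genes and -0.082 for genes anywhere in the span, where it newly passed. That of nested genes (-0.069) was 0.041 with filterByExpr and -0.23 without a filter, and -0.19 (without SAFB KD 2) to 0.0090 (without control 3) with single libraries left out. It newly passed at -0.23 (permutation test, p = 0.00050) and at -0.19 (permutation test, p = 0.0035). The cause was not tested. Same-strand nested genes higher beyond 2-fold numbered 31 (without control 1, with 2 lower) to 37 (without control 3), and their odds ratio by strand (4.17) ranged from 2.52 (without SAFB KD 3) to 10.6 (without control 2).

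List means that reversed were not called in either direction: HUSH 0.0028 (no filter) and, with single libraries left out, -0.019 (control 3) to 0.0058 (SAFB KD 3); restriction factors -0.00029 (library size alone); spermatid -0.38 (filterByExpr), -0.066 (limma-voom), and -0.053 (without control 1) to 0.15 (without control 2), with -0.034 and -0.028 without SAFB KD 1 and 3; G2 and M phase -0.026 (library size alone) and -0.0016 (without control 3) to 0.021 (without SAFB KD 2); neuronal 0.046 (no filter); immune -0.24 (no filter), -0.030 (without control 3), and -0.41 (without SAFB KD 1) to 1.20 (without control 1); endothelial 0.058 (limma-voom), 0.0039 (replicate block), 0.022 (without SAFB KD 2), and -0.27 (without SAFB KD 1) to 0.15 (without control 2); epithelial -0.65 (without SAFB KD 1) to 0.058 (without SAFB KD 3). So did uncalled Zfp809 (-0.0023, library size alone), Tek (0.29 with limma-voom, 4.3e-05 with the replicate block, and -0.88 without control 3 to 0.97 without control 2) and Krt14 (-0.031 without control 1, and -0.13 without SAFB KD 1 to 0.34 without SAFB KD 3). The cause was not tested. Unstranded counts and reads outside genes were not run, since the values used here hold 1 count per gene. Low counts limit nested genes, and the fitted fold of the 2 without a control count rests on the prior count.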

Other observations

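Some changes, both large and modest, fell outside the rule for naming genes and are given here because their values were seen. Cofilin 1, Cfl1, which encodes an actin-severing protein, fell from 1052 ± 16.5 to 417.5 ± 13.1 CPM (SD, n = 3; log2 fold change -1.33, SE 0.029, edgeR adjusted p = 3.83e-31). Heme oxygenase 1, Hmox1, rose from 33.6 ± 0.505 to 122 ± 2.97 (1.86, SE 0.038, adjusted p = 3.89e-32). The stress-induced genes Chac1 (1.59, SE 0.071), Atf3 (1.69, SE 0.11) and Ddit3 (1.22, SE 0.060) rose beyond 2-fold, and Atf4 rose by 0.54 (SE 0.029) on the log2 scale. Insig1 (-0.53), Sqle (-0.48) and Hmgcs1 (-0.38), all in sterol synthesis or its control, fell. The p53 target gene Cdkn1a rose by 0.43 (SE 0.033).

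The Fisher tests by strand, against other genes and of hosts were chosen only after the result was seen. Same-strand nested genes beyond 2-fold were 2.85% of 1403, against 0.699% of 429 opposite-strand ones (Fisher's exact test, odds ratio 4.17, 95% interval 1.32 to 21.2, p = 0.00945), and 0.528% of other genes, which were not matched for length (odds ratio 5.53, 3.70 to 8.13, p = 5.62e-15). The difference by strand rests on 3 opposite-strand genes: with single libraries left out the odds ratio ranged from 2.52, which no longer passed (without SAFB KD 3, Fisher's exact test, p = 0.0775), to 10.6 (without control 2), and it was 7.13 by DESeq2 and by limma-voom. Reads of parent genes placed on pseudogenes are argued against, since 14 parents of the 18 processed pseudogenes in the set had a median log2 fold change of 0.12 (95% interval -0.02 to 0.19) against 3.97 in the pseudogenes. Of the 38 hosts 28 were lower, against 391 of 1019 other same-strand hosts, which were not matched for expression (Fisher's exact test, odds ratio 4.49, 95% interval 2.09 to 10.5, p = 2.50e-05), and unspliced host RNA read through the intron cannot be told apart, since 19 other same-strand genes in introns of these hosts had a median of 0.96 (0.57 to 1.40), just under the bound of 1 set for it, with 4 called higher. For the host and pseudogene pairs it names in 3T3 cells, the study already reports that the host falls as the pseudogene rises. It ascribes the falls of Mbtps2 and Poc1b to splicing interference and early termination by same-strand retrogenes. As a hypothesis, loss of SAFB proteins may let other same-strand intronic genes of this set enter host transcripts at the cost of host mRNA. Splice junctions, not analysed here, would test this.

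The odds ratios among short genes and without pseudogenes of ribosomal protein genes and the permuted agreement with parents were chosen only after the result was seen, and the rule that leaves the test of parents open was made stricter then. Processed pseudogenes were called higher with an odds ratio of 4.37 over all protein-coding genes, but of 0.916 (95% interval 0.484 to 1.72, Fisher's exact test, p = 0.881) over protein-coding genes of the shortest quintile by span. Over all other genes of that quintile it was 2.64 (95% interval 1.65 to 4.32, Fisher's exact test, p = 1.33e-05). These comparisons disagree, so the excess cannot be separated from the trend with length. Reads of parents placed on their copies cannot be told apart as a source: of 169 called pseudogenes with a tested parent, 83.4% changed in the direction of the parent where unrelated signs would give 68.5% (permutation test, p = 0.00050), while the 2 changes correlated only weakly across genes (Spearman rho 0.19, 95% interval 0.03 to 0.36), and the interval spans the bound of 0.2 set against it. Without pseudogenes of ribosomal protein genes, whose parents rose, the odds ratio was 3.57 (111 higher, 29 lower; 95% interval 2.35 to 5.59, Fisher's exact test, p = 2.94e-11), and 3.62 among those with a tested parent. Called processed pseudogenes nested on the same strand were 47 higher and 3 lower, and those elsewhere 103 and 29. Same-strand nested genes thus held part of the excess, but rises outnumbered falls elsewhere too. Whether loss of SAFB acts on processed pseudogenes as such was not tested.

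No test of this pattern was chosen only after the result was seen, but the rule that leaves the test of GC content open was made stricter afterwards. Longer genes were called lower more often (rho -0.11 with span), but 3 of 10 splits of the libraries, the real one included, gave a rho as large in size, up to 0.15. Splits other than the real one mix the groups, so they do not decide whether the trend is due to chance. RNA quality that differs between the groups may account for the trend: within quintiles of span, log2 fold change of protein-coding genes fell with exonic length at a mean rho of -0.12 (95% interval -0.14 to -0.11), and since RNA quality may differ with the group it cannot be separated from the knockdown without a measure of RNA integrity, which was not used here. A bias by GC content and exonic length cannot be told apart, since the correlation with span given both was -0.052 (-0.07 to -0.03), at the edge of the bounds set. That value is for protein-coding genes, where the correlation with span was -0.14 before adjustment. Within quintiles of exonic length alone, over genes of all types, the correlation with span was -0.016 (permutation test, p = 0.025). This goes with a trend mostly by exonic length in the wider set. The gene sets differ, and in protein-coding genes a small part with span remained. A same-strand gene in an intron cannot be told apart either, since 1057 hosts differed from other genes of like span and expression by only -0.055 (permutation test, p = 0.001), and an effect of SAFB loss on long transcripts stays open.

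The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. Every split but the real one mixes control and SAFB KD libraries on both sides. The difference between the groups then adds to the spread within each side and holds down the number of genes called. Part of that difference also stays in the contrast, so these splits do not measure what chance alone gives. Genes called numbered 8064 in the real split and at most 0 in the others by edgeR (9193 and at most 300 at an unadjusted p under 0.05), and genes beyond 2-fold 238 and at most 0, so that 1 split, the real one, reached each value. Lists called numbered 15 and at most 9 (1 split). The difference between hosts had a size of 0.016 against 0.032 at most elsewhere (6 splits as large). The odds ratio of processed pseudogenes was 4.37 (1 split), and the others called no genes from which to form one. The size of rho with span was 0.11 against 0.15 at most elsewhere (3 splits as large).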
